A study of Bos taurus with 15 samples. Its data were reported in "In Utero Heat Stress Alters the Offspring Epigenome" (2018).

How the data were processed

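CpG methylation was measured by reduced representation bisulfite sequencing (RRBS) in genomic DNA of Holstein cattle. Liver came from 9 bull calves at birth and mammary gland from 6 heifers at day 21 of their first lactation. The dams were heat stressed or cooled during the last 6 to 7 weeks of gestation. Per the labels, the offspring formed the groups IUCL-B (in utero cooled bull calves, n = 5), IUHT-B (in utero heat stressed bull calves, n = 4), IUCL-H (in utero cooled heifers, n = 3) and IUHT-H (in utero heat stressed heifers, n = 3). Bull calves are named by the number in their labels (1 to 5 in IUCL-B, 2 to 5 in IUHT-B), and heifers are numbered 1 to 3 within each group in the order of their records. One animal gave 1 library and 1 file.

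The authors cut the DNA with MspI and TaqαI, selected fragments under 300 bp and converted them with bisulfite. They ligated adaptors by what the paper calls a random probing method, amplified the libraries and read 50 bp from single ends. Per the study's methods, the reads were trimmed with Trim Galore in RRBS mode and mapped to the bovine assembly UMD3.1.1 with Bismark in its post-bisulfite mode, and the first bases of each read were ignored when methylation was extracted. The authors deposited, for every cytosine position of an animal, the count of methylated and the count of unmethylated read calls. They also deposited the percent of calls that were methylated at that position. In every line of all 15 files this percent equalled the value recomputed from the counts, and no position was listed more than 1 time. The files listed positions with 1 read, so the coverage minimum stated in the study's methods had not yet been applied to them. The neighbouring positions of a CpG on its opposite strands were listed separately.

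All tests used the counts. The methylation level of an animal was the percent of methylated calls over every position in its file. Wilson 95% confidence intervals were computed for each level. They cover counting error only, because PCR reads without molecular identifiers are not independent molecules. The main test of differential methylation followed the model, the coverage minimum, the difference and the q-value cut-off in the study's methods. Sites with more than 10 reads in every animal of a tissue were tested by logistic regression of the counts on maternal treatment alone, with a likelihood-ratio test and no overdispersion term. P-values were adjusted by the Benjamini-Hochberg method within each tissue, since the method behind the study's q-values is not given in the sources used here. A differentially methylated cytosine (DMC) had a difference of at least 15 percentage points between the pooled reads of the groups (IUHT minus IUCL) and a q-value of 0.2 or less. A higher level in the IUHT group was called hypermethylated and a lower level hypomethylated.

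Levels were compared by two-sided exact permutation tests over all splits of the animals. Separation of the groups was tested by the pseudo-F statistic, the ratio of between-group to within-group squared Euclidean distances in methylation percent over all tested sites, against every split of the animals (a one-sided exact permutation test). This set of sites was not chosen for a difference between the groups. With 4 against 5 calves the smallest p such a test can give is 0.00794. With 3 against 3 heifers it is 0.1, so no test of a single value in the mammary gland could pass 0.05. The position of DMCs was compared with that of the other tested sites by two-sided Fisher's exact tests, and the overlap of DMCs between tissues by a one-sided Fisher's exact test. Sites are not independent, so these p-values describe the tested sites only. The positions covered by pairs of liver libraries were compared by the same pseudo-F, with the squared percent of positions not shared as the distance.

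The sites named in the text were selected by a rule set before the data were examined. They are, per tissue, the 3 hypermethylated and the 3 hypomethylated DMCs on chromosomes 1 to 29 and X with the largest difference between the group means of animal percentages, among DMCs at which no animal of one group overlapped the other group, at least 1 kb apart. Positions are 1-based and refer to UMD3.1.1. A gene annotation of that build was not used here, so the genomic location of DMCs (exon, intron, upstream, downstream, intergenic), the differentially methylated genes and their pathways were not analysed here. Sequences outside chromosomes 1 to 29 and X are called unplaced.

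Alternatives included read minimums of 5, 10 and 20, a cap that removed sites above the highest 0.1% of coverage in any animal, sites covered in only part of the animals, thinning of every animal to 11 reads per site, a difference of 25 points, a q-value of 0.05, Fisher's exact test, a McCullagh-Nelder overdispersion term with an F test, edgeR's quasi-likelihood test on the counts, limma on log2((methylated + 0.5)/(unmethylated + 0.5)), merged strands, leaving out each animal in turn and sites at which every calf had at least 10% of the reads of the deepest calf. Except where stated in the closing parts, they were set before the data were examined. The number of DMCs was also counted for other splits of the same animals into groups of the same sizes, for all 10 splits of the heifers and for 100 of the 126 splits of the calves.

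The tests were checked on simulated counts at the coverage of the tested sites, with 200 sites changed by 30 percentage points. With independent reads, logistic regression recovered 100% of the changed sites among the 900 liver sites and called 0 of the 700 unchanged ones. With the spread between calves set to that of the liver data, it recovered 88.0% and called 120 of the 700 unchanged sites, while edgeR recovered 44.5% and called 3 and the F test recovered 61.5% and called 44. At the 18486 mammary sites with the spread of the heifers, logistic regression recovered 92.5% and called 40 of 18286 unchanged sites, edgeR recovered 90.0% and called 13, limma recovered 66.5% and called 5, and the F test recovered 4.00% and called 0. The F test therefore had little power in the mammary gland. Where spread was simulated, every site got the same spread, the median of its tissue, so sites of larger spread were not represented. In the data, other splits of the heifers gave 207 to 467 DMCs and those of the calves 241 to 317. The simulated false calls therefore do not give the number of false DMCs in the data, nor the power at sites of larger spread.

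The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and limma 3.58.1.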

Results

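Methylation of CpG cytosines was measured in liver of newborn bull calves and in mammary gland of lactating heifers to ask whether the thermal environment of the dam in late gestation left a mark on the DNA of the offspring. The data comprised 5 IUCL-B and 4 IUHT-B livers and 3 IUCL-H and 3 IUHT-H mammary glands.

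The libraries of the tissues differed in how their reads were spread. Heifer libraries held between 13949097 and 20240625 CpG calls over 7552567 to 9753540 positions, with a median of 1 read per position. Between 0.436% and 0.632% of their positions had more than 10 reads. Bull calf libraries held between 10484911 and 38221835 calls over far fewer positions. IUHT-B calves 2, 3, 4 and 5 covered 1037061, 431065, 537447 and 307023 positions. IUCL-B calves 1, 2 and 3 covered 1052206, 895838 and 856326, whereas IUCL-B calves 4 and 5 covered 3289592 and 5958861. Between 17.7% and 50.6% of the positions of a calf had more than 10 reads. Because both wide libraries belonged to IUCL-B, the width of a library and the maternal treatment were partly confounded in liver, and values without these calves are given below. The X chromosome took 2.07% ± 0.127 (SD, n = 5) of calls in IUCL-B and 1.99% ± 0.137 (SD, n = 4) in IUHT-B, against 3.03% ± 0.0519 (SD, n = 3) in IUCL-H and 3.05% ± 0.0218 (SD, n = 3) in IUHT-H. The share in every bull was lower than in every heifer, so no library contradicted the sex given in its label.

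The reads of single sites also differed between the tissues. When 11 reads were drawn from each site with more than 10 reads, all of them were in 1 state, methylated or unmethylated, at 90.2% (IUCL-B calf 5) to 97.9% (IUHT-B calf 3) of the sites of a calf. In heifers the share was 21.5% to 25.9%.

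Liver libraries of the same group, except IUCL-B calves 4 and 5, shared more positions than those of different groups. Of the positions of the smaller library, 38.6% to 63.9% were shared between IUHT-B calves and 40.6% to 56.8% among IUCL-B calves 1, 2 and 3, against 13.2% to 20.9% between these calves of different groups. IUCL-B calves 4 and 5 stood apart and shared 17.6% to 31.9% with the other IUCL-B calves and 16.5% to 34.1% with IUHT-B calves. Positions covered separated the groups, with a pseudo-F of 3.89 (one-sided exact permutation test, p = 0.00794, the smallest possible) and of 6.07 without IUCL-B calves 4 and 5 (exact p = 0.0286, the smallest possible). Single reads were then set beside positions of another calf that held more than 10 reads of 1 state (at least 90% or at most 10% methylated). The single read had the opposite state at 1.07% to 2.42% of such positions between IUHT-B calves and at 0.858% to 2.03% among IUCL-B calves 1, 2 and 3. It had the opposite state at 13.8% and 16.03% between IUCL-B calves 4 and 5, at 19.04% to 23.2% between these and the other IUCL-B calves and at 9.62% to 23.4% between groups. Where both calves had more than 10 reads, opposite states were found at 15.01% to 17.97% of positions within IUHT-B, 17.7% to 19.1% among IUCL-B calves 1, 2 and 3 and 14.6% to 19.8% between groups. In heifers a single read had the opposite state at 5.83% to 11.02% within groups and 5.58% to 11.2% between groups. In liver the lowest shares between groups were 9.62% and 11.3% (IUCL-B calf 1 and IUHT-B calf 2, in both directions), 13.01% (single reads of IUHT-B calf 4 at positions of IUCL-B calf 3) and 15.7% (single reads of IUCL-B calf 2 at positions of IUHT-B calf 3). The sets of liver libraries with shares of 2.42% or less held calves of 1 group only, so the groups could not be compared within a set.

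**Figure D1:**
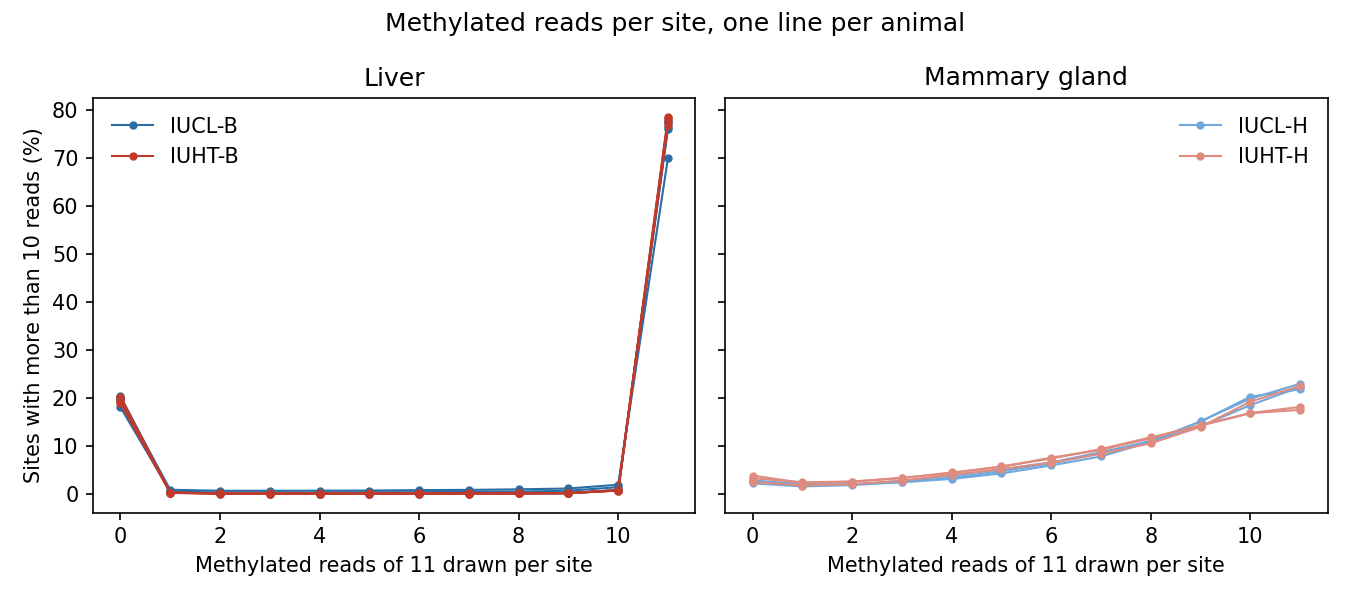
Percent of the sites with more than 10 reads (vertical axis) by the number of methylated reads among 11 drawn per site (horizontal axis), one line per animal. Lines of the calves peak at 0 and 11 methylated reads with little between, whereas those of the heifers run through all values.

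The methylation level of liver, the percent of methylated calls of a calf, averaged 77.6% ± 1.49 (SD, n = 5) in IUCL-B and 78.8% ± 0.726 (SD, n = 4) in IUHT-B. These means rest on 137163080 and 66537286 CpG calls. The IUCL-B calves had levels of 77.7%, 78.1%, 78.5%, 78.6% and 74.99% (calves 1 to 5) and the IUHT-B calves 77.7%, 78.9%, 79.1% and 79.3% (calves 2 to 5). Counting error was small beside this spread. In the shallowest library, IUHT-B calf 5, the Wilson 95% confidence interval ran from 79.27% to 79.32%. The difference of 1.19 percentage points (IUHT-B minus IUCL-B) did not exceed the spread between calves (two-sided exact permutation test, p = 0.175, adjusted over both tissues 0.349). The alternative that moved it most was the restriction to sites with more than 10 reads in every calf, where the difference was -0.352 points. Without IUCL-B calf 5 it was 0.539 points (exact p = 0.257), and among the 7 calves other than IUCL-B 4 and 5 it was 0.653 points (exact p = 0.229).

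Mammary libraries, with 52298155 CpG calls in IUCL-H and 50563675 in IUHT-H, gave levels of 75.1% ± 1.48 (SD, n = 3) and 73.9% ± 1.78 (SD, n = 3). The difference of -1.22 percentage points was within the spread between heifers (two-sided exact permutation test, p = 0.4, smallest p possible 0.1).

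**Figure D2:**
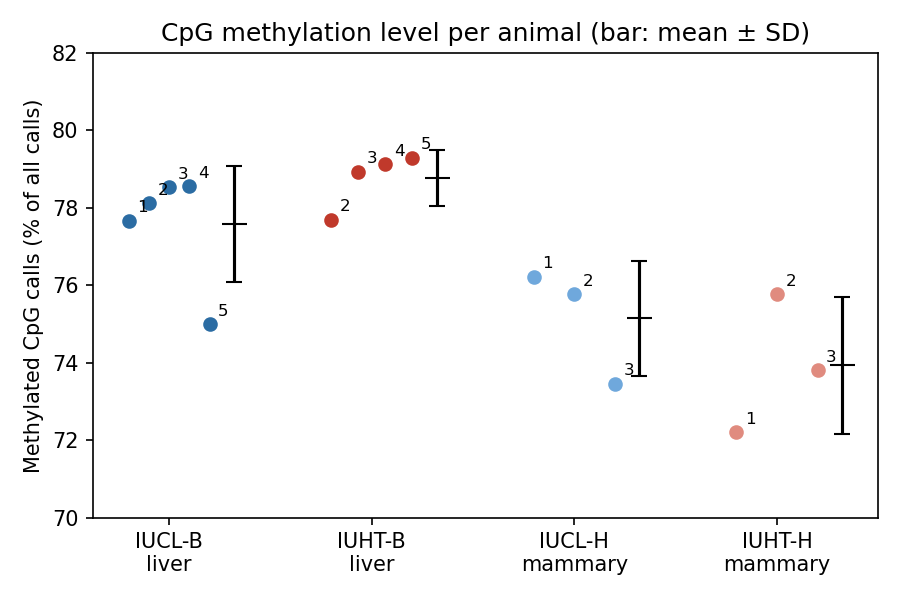
CpG methylation level of each animal (methylated calls as percent of all calls, axis from 70 to 82%), with the animal's number beside its point and the mean ± SD of each group as a bar. IUCL-B calf 5, at 74.99%, lay below the other IUCL-B calves, and the groups of each tissue overlapped.

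More than 10 reads in every calf were found at 900 liver sites, with a median of 140.5 reads per site and calf. At these sites 29.4% (IUCL-B calf 5) to 52.0% (IUHT-B calf 5) of sites had 11 drawn reads in 1 state, a smaller share than at all deep sites of a calf. Logistic regression called 298 of the 900 sites DMCs (33.1%), 128 with a higher and 170 with a lower level in IUHT-B. Logistic regression takes reads as independent, yet the counts of calves of the same group differed far more than that. The median dispersion (Pearson chi-square per degree of freedom within groups) was 32.1, where independent reads would give a value near 1. Tests that include the spread between calves called fewer sites. There were 57 DMCs with the overdispersion F test, 2 with edgeR's quasi-likelihood test and 3 with limma, all of them among the 298. At an unadjusted p under 0.05, edgeR listed 82 and limma 114 of the 900 sites. The number also depended on which sites were tested. With more than 10 reads in at least 3 calves of each group there were 1300 DMCs among 3377 sites, of which 612 were hypermethylated, and under the coverage cap there were 82 among 213 sites. Among the 7 calves other than IUCL-B 4 and 5, 424 of 1134 sites were DMCs. At the 218 sites where every calf had at least 10% of the reads of the deepest calf, 55 were DMCs. Without IUHT-B calf 5, the library with the fewest positions, the count was 489 of 1409 sites.

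In the mammary gland, 18486 sites had more than 10 reads in every heifer, with a median of 44 reads per site and heifer. Of these, 285 (1.54%) were DMCs between IUCL-H and IUHT-H, with 79 hypermethylated and 206 hypomethylated in IUHT-H. The median dispersion was 1.13. With edgeR and with the overdispersion F test there were 0 DMCs, and with limma there was 1. At an unadjusted p under 0.05, edgeR listed 831, the F test 299 and limma 927 of the 18486 sites. Chance alone would give a share of 0.05 of the sites, and none of these counts lay clearly above that share. With every heifer thinned to 11 reads per site, logistic regression called 0 sites, and under the coverage cap it called 29 of 6207. Without IUCL-H heifer 1 the count was 453. Hypomethylated DMCs outnumbered hypermethylated ones in every set of heifers that left 1 animal out.

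Animals were then compared over all tested sites, which were not selected for a difference. In liver the pseudo-F of the groups was 1.30, the largest of all 126 splits of the calves (one-sided exact permutation test, p = 0.00794, the smallest possible; adjusted over both tissues 0.0159). The median correlation of site percentages was 0.638 between calves of the same group (16 pairs) and 0.604 between calves of different groups (20 pairs), with ranges of 0.551 to 0.777 and 0.547 to 0.691. These correlations are across sites, which are not independent. The first principal component of the tested sites (19.97% of the variance) set IUHT-B calf 5 apart and the second (16.7%) set IUHT-B calf 3 apart. The separation did not pass 0.05 without IUCL-B calf 1 or without IUCL-B calf 3 (pseudo-F of 1.19 and 1.20, exact p = 0.0571 each, smallest possible 0.0286), nor among the 7 calves other than IUCL-B 4 and 5 (1.22, exact p = 0.0571), nor without IUHT-B calves 3 and 5 (1.28, exact p = 0.0952 over 21 splits), nor at the 218 sites of more even depth (1.13, exact p = 0.0952). In the mammary gland the pseudo-F was 0.977 (exact permutation test, p = 0.6), and the median correlation was 0.904 both within (6 pairs) and between groups (9 pairs).

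Unplaced sequences held 18.8% of the liver DMCs and 17.9% of the other tested sites (two-sided Fisher's exact test, p = 0.783). In the mammary gland they held 26.0% of DMCs and 22.5% of the other tested sites (Fisher's exact test, p = 0.175). Leaving out IUCL-H heifer 1 or 2 or IUHT-H heifer 2 or 3 brought the mammary share to 28.3%, 29.6%, 30.6% and 26.2%, with Fisher's exact p of 0.00639, 0.00409, 0.00333 and 0.0315.

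To ask whether the tissues carried common changes, DMCs were compared over the 481 sites tested in both. Of these, 158 were DMCs in liver and 6 in the mammary gland. A single site was a DMC in both, where 1.97 would be shared by chance (one-sided Fisher's exact test, p = 0.910), and its direction differed between the tissues. Within 1 kb of a mammary DMC there were 45 liver DMCs, against 47.5 by chance (Fisher's exact test, p = 0.721). Without IUHT-H heifer 3, 4 sites were shared against 1.62 by chance (Fisher's exact test, p = 0.0403). No other left-out animal gave a p under 0.05, and the p-values were not adjusted. The result rests on 5 mammary DMCs, and only 2 of the 4 shared sites had the same direction in both tissues.

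Of the 242 liver DMCs on chromosomes 1 to 29 and X, 21 had no overlap between the calves of the groups. Among these, which were called DMCs by logistic regression, the largest hypermethylation was at position 18677184 of chromosome 17, with 99.8% ± 0.329 (SD, n = 4) in IUHT-B and 55.3% ± 30.1 (SD, n = 5) in IUCL-B and 46 to 674 reads per calf. Position 124781002 of chromosome 2 had 52.1% ± 14.03 (SD, n = 4) in IUHT-B and 8.27% ± 13.3 (SD, n = 5) in IUCL-B, with 11 to 750 reads. Position 1071833 of chromosome 14 was fully methylated in all 4 IUHT-B calves and had 70.4% ± 24.8 (SD, n = 5) in IUCL-B, with 11 to 637 reads. The largest hypomethylation was on chromosome 27. Position 28621580 had 3.72% ± 4.21 (SD, n = 4) in IUHT-B and 53.8% ± 40.4 (SD, n = 5) in IUCL-B, with 16 to 341 reads, and position 28867246 had 10.3% ± 18.5 (SD, n = 4) and 58.7% ± 18.0 (SD, n = 5), with 102 to 1199 reads. Position 124768031 of chromosome 2 had 35.7% ± 25.3 (SD, n = 4) in IUHT-B and 83.1% ± 8.97 (SD, n = 5) in IUCL-B. Its reads were unevenly spread, as IUHT-B calf 5 gave 1539 of them at a level of 0.260% and no other calf gave more than 171. The sites were picked because the groups did not overlap there, so no test of a single site is given. With edgeR, position 18677184 of chromosome 17 was still a DMC and the other 5 sites were not. None of the 6 sites was among the 218 of more even depth.

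**Figure D3:**
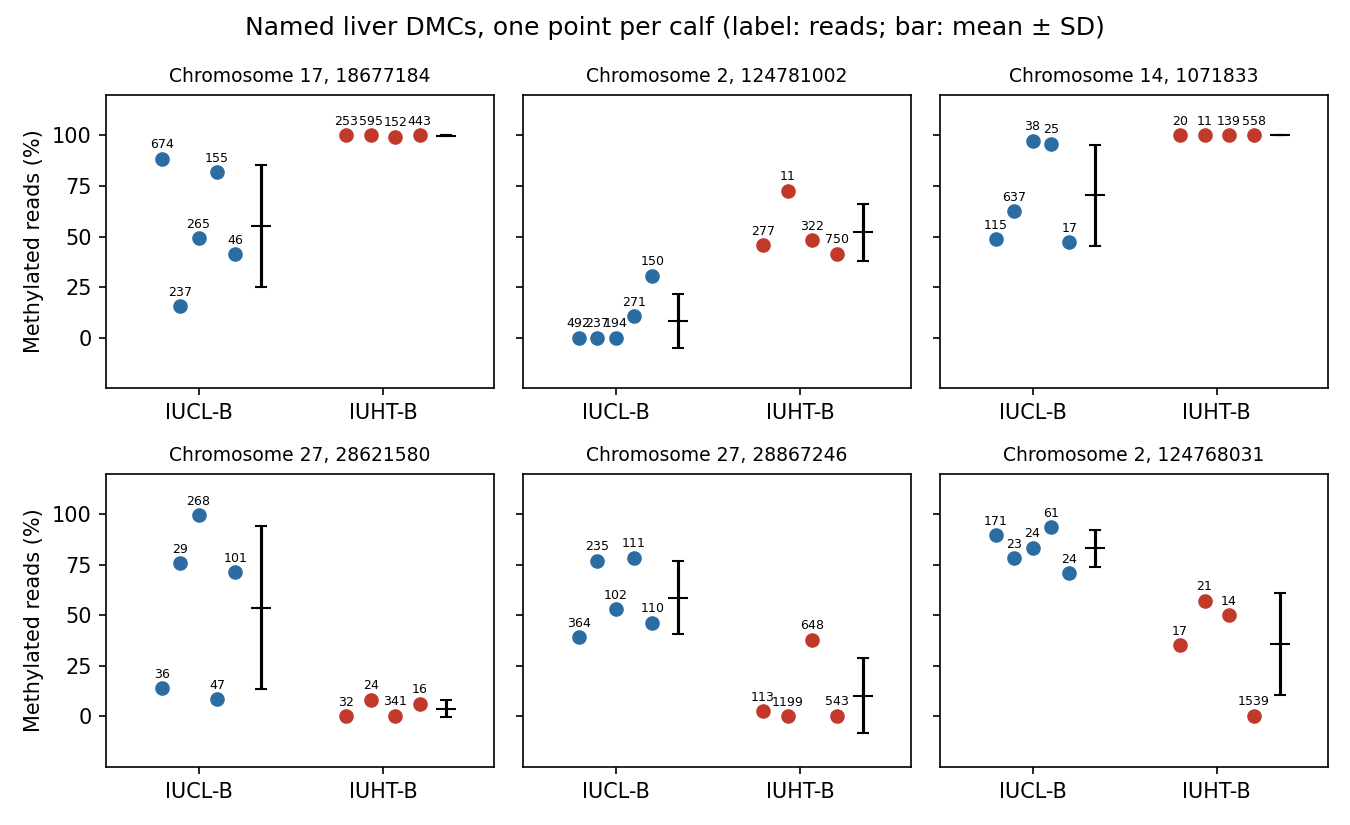
Methylated reads (% of reads) at the 6 named liver DMCs, one point per calf with its number of reads, and the mean ± SD of each group as a bar. The groups do not overlap at any of these sites, by the rule that selected them, and the SD of IUCL-B reaches 40.4 points at position 28621580 of chromosome 27.

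Of the 211 mammary DMCs on chromosomes 1 to 29 and X, 126 had no overlap between the groups. Chance alone leaves 10% of sites without overlap for 3 against 3 animals, but only where sites are not chosen for a difference as DMCs are, and 5 of the 10 splits of the heifers gave at least as many over all sequences as the 172 of the real one. Position 106618050 of chromosome 11 had 83.0% ± 10.1 (SD, n = 3) in IUHT-H and 53.3% ± 20.4 (SD, n = 3) in IUCL-H, with 11 to 16 reads per heifer. Position 51293125 of chromosome 7, with 23 to 208 reads, had 63.0% ± 7.51 (SD, n = 3) in IUHT-H and 34.4% ± 0.330 (SD, n = 3) in IUCL-H. At position 11421022 of chromosome 14 the levels were 31.3% ± 9.35 (SD, n = 3) and 6.17% ± 5.66 (SD, n = 3), with 17 to 34 reads. Hypomethylated sites were position 80461462 of chromosome 9 with 31.6% ± 9.86 (SD, n = 3) in IUHT-H and 63.5% ± 13.4 (SD, n = 3) in IUCL-H and 11 to 33 reads, and position 74795454 of chromosome 8 with 46.1% ± 21.8 (SD, n = 3) and 75.8% ± 9.55 (SD, n = 3) and 13 to 52 reads. Position 105913516 of chromosome 7 had 55.6% ± 19.2 (SD, n = 3) in IUHT-H and 85.0% ± 6.01 (SD, n = 3) in IUCL-H, with 12 to 15 reads. None of these 6 mammary sites was a DMC with edgeR.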

Values the study reported

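The study reported that 78.1% of the cytosines in CpG context were methylated in liver of IUCL-B and 79.5% in IUHT-B. For the mammary gland it gave 74.1% in IUCL-H and 74.8% in IUHT-H. It listed 1,277 DMCs in liver and 523 DMCs in the mammary gland.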

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

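The test of the deepest sites in IUCL-B calf 4 was chosen after its result was seen, and the other tests here were chosen before. An animal is described here because it lay far from the others of its group by Dixon's ratio. Groups of 3 heifers were not compared in this way. Of 23 groups of calf values compared, 5 held such an animal, while chance gives about 1 in 20.

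IUCL-B calf 5 had a methylation level of 74.99%, below the 77.7% to 78.6% of the other IUCL-B calves. Its library covered the most positions of all calves. At positions shared with each other IUCL-B calf, with every position weighted alike, its level was higher by 2.03, 1.51 and 1.04 points than in calves 1, 2 and 3 and differed by -0.974 points from calf 4. The lower level is consistent with the different set of positions that this library covers, and the deficit was not seen at the positions shared with calves 1, 2 and 3. A difference between this calf and the others at positions read in calf 5 alone was not tested.

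The X chromosome took 2.29% of calls in IUCL-B calf 4, above the other IUCL-B calves, and 1.78% in IUHT-B calf 5, below the other IUHT-B calves. In IUHT-B calf 5 the 1000 deepest sites took 12.7% of all calls. Without the 1000 deepest sites of each library, the share was still 2.18% in IUCL-B calf 4 and 1.79% in IUHT-B calf 5, outside the range of the others, which argues against a few deep sites as the whole cause. Both calves stayed far below the heifers, whose lowest share was 2.99% with these sites and 2.90% without them (IUCL-H heifer 3). The uneven coverage of these libraries stays open, and no biological explanation was tested.

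IUHT-B calf 4 stood apart at a pair of named liver sites. At position 18677184 of chromosome 17 it had 99.3% of 152 reads methylated where the other IUHT-B calves had 100%, a small difference that stands out because the others are identical. At position 28867246 of chromosome 27 it had 38.0% of 648 reads methylated, where the other IUHT-B calves had between 0.0834% and 2.65%. Such a value may come from a few starting molecules copied many times, since the strands of a CpG in 1 calf were in opposite states at 15.7% of the pairs of deep positions, or from a real difference of this calf. A sequence variant at the site was not tested.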

How the results depend on the processing

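Chosen after the data were seen were the sites with at least 10 reads in part of each group, the F test at sites covered in at least 3 calves of each group, the sets without IUCL-B calves 4 and 5 or without IUHT-B calves 3 and 5, the sites of even depth, calves 2 to 5 without a block, the comparison of pairs over their shared sites and the set with 1 site per 1 kb.

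The liver count of 298 DMCs rose to 636 with at least 5 reads, 1300 with more than 10 reads in at least 3 calves of each group and 1384 with at least 10 reads in them. These alternatives test more sites. It fell to 144 with at least 20 reads 82 under the coverage cap and 55 at the 218 sites where every calf had at least 10% of the reads of the deepest calf, which test fewer sites, and to 157 with a difference of 25 points. With tests that use the spread between calves it was 57 (F test), 155 (F test, at least 3 calves of each group), 2 (edgeR) and 3 (limma). Leaving out each calf in turn gave 301 to 489, the highest without IUHT-B calf 5, whose library allowed more sites to be tested once it was left out. Thinning to 11 reads gave 276, of which 187 were among the 298. With the difference taken between means of calves in place of pooled reads, which weight calves by depth, there were 250, of which 200 were among the 298, so the remaining calls rest on that weighting.

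The mammary count of 285 rose to 475 with at least 5 reads, 446 with more than 10 reads in at least 2 heifers of each group and 495 with at least 10 reads in them. It fell to 130 with at least 20 reads, 104 at a q-value of 0.05, 34 at 25 points and 29 under the coverage cap. It was 0 with edgeR, 0 with the F test, 1 with limma and 0 after thinning to 11 reads per heifer, where the cause was not tested. For edgeR, 831 sites had an unadjusted p under 0.05, fewer than the share of 0.05 of the tested sites that chance gives. Leaving out each heifer in turn gave 284 to 453, the highest without IUCL-H heifer 1.

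The liver level difference of 1.19 points kept its sign in 13 of 14 alternatives and was -0.352 points at the tested sites, where the level rests on 900 sites, and no exact permutation p passed 0.05. The mammary difference of -1.22 points kept its sign in all 10 alternatives, but its size varied. It was -0.360 points without IUHT-H heifer 1 and -3.26 points at sites with more than 10 reads, the extremes of the 10. The liver pseudo-F of 1.30 ranged from 1.19 to 1.40 when each calf was left out. It no longer passed 0.05 without IUCL-B calf 1 (1.19), without IUCL-B calf 3 (1.20), without both IUCL-B calves 4 and 5 (1.22, exact p = 0.0571), without both IUHT-B calves 3 and 5 (1.28, exact p = 0.0952) or at the 218 sites of even depth (1.13, exact p = 0.0952). With fewer calves the test has fewer splits. Of 100 random sets of 218 tested sites, 64 passed 0.05 and 8 had as low a pseudo-F, so fewer sites alone could explain that loss. It passed in the other 12 alternatives, among them 1 site per 1 kb (1.33, exact p = 0.0317) and pairs of calves compared over all their shared deep sites (1.29, exact p = 0.00794). The mammary pseudo-F did not pass in any of the 10 alternatives (0.925 to 1.02).

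The share of liver DMCs on unplaced sequences, 18.8% against 17.9% of other sites, changed direction to 16.7% after thinning and 0% with edgeR, where it rests on 2 DMCs. It also did so without IUCL-B calf 3 (17.1% against 17.6%), IUCL-B calf 5 (21.0% against 22.2%), IUHT-B calf 2 (16.8% against 17.8%) or IUHT-B calf 3 (17.9% against 19.1%). It ranged from 14.3% to 21.0% when each calf was left out, without passing 0.05 by Fisher's exact test. Under the coverage cap it was 15.9% against 7.63% of the other sites (Fisher's exact test, p = 0.0712). The mammary share of 26.0% was 20.7% under the coverage cap, below the other sites, and ranged from 26.2% to 30.6% when each heifer was left out. The number of DMCs shared by the tissues ranged from 0 to 5 when each animal was left out and passed 0.05 only without IUHT-H heifer 3 (4 shared). The cause of these changes was not tested.

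IUCL-B and IUHT-B share the calf numbers 2 to 5. With the number as a block, logistic regression on these calves called 292 DMCs, against 299 without the block. With the block edgeR called 3, and its count without the block is not given here. The deviations of calves with the same number from their group means correlated at 0.0522, 0.0669, 0.107 and -0.0564 over the 900 sites (numbers 2 to 5). Pairs of calves with different numbers had -0.0892 to 0.0576, so the values of numbers 3 and 4 lay above that range. The rule for pairing, every same-number value above 0.1, was not met, and the calves were not treated as pairs. A weak link by number stays open.

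Over the 12 named sites, 238 values kept their direction and their call, 58 kept the direction but were no longer DMCs, and 0 changed direction. The direction was largely fixed by the selection, because the groups did not overlap at these sites. A change of test or cut-off also leaves the difference as it is. The 0 changes are therefore no evidence of stability. Losses were most frequent with edgeR and limma, at 11 of the 12 sites each.

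Some alternatives gave no value. The genomic location of DMCs was not analysed here. The overlap of tissues could not be computed with edgeR or under the coverage cap, because at least 1 tissue had no DMC among the common sites, and the mammary share on unplaced sequences had no value with edgeR or after thinning. Depth limits the main tests to 900 sites with more than 10 reads in every calf and 18486 in every heifer. With more than 10 reads in part of each group there were 3377 liver and 30090 mammary sites. Differences at sites that no alternative covered could not be measured.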

Other observations

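The counts of DMCs over other splits of the animals, except the count for sites covered in at least 3 calves of each group, the test of separation after thinning, the test of the 7 calves at their tested sites and the tests of covered positions, carried-over reads and sites of even depth were chosen after the results they bear on were seen. The other tests in this part were chosen before their results were seen.

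The number of liver DMCs here was 298. That is lower than the number quoted from the study. The number of mammary DMCs here was 285. That is lower than the quoted number as well. The files analysed here held 137163080 CpG calls of IUCL-B, 66537286 of IUHT-B, 52298155 of IUCL-H and 50563675 of IUHT-H. These totals are lower than those the study gives for each group, so the counts of DMCs may not rest on the same depth. The study names more IUCL-H heifers than were analysed here, and its liver results, like those here, leave out an IUHT-B calf. The mammary methylation level here was 75.1% in IUCL-H and 73.9% in IUHT-H. The order of the groups is the reverse of that in the values quoted above, and the difference lay within the spread between heifers. The method behind the q-values and the rule for sites covered in part of the animals are not given in the sources used here. Sites covered in at least 3 calves or at least 2 heifers of each group gave counts that depended on the read minimum. With more than 10 reads the liver count was 1300 and the mammary count 446. With at least 10 reads, a rule chosen after the data were seen, they were 1384 and 495. Neither rule gave the quoted number in either tissue.

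At almost all liver sites with more than 10 reads, the reads of a calf were in 1 state. If such sites were in that state in every cell, 2 calves should hardly ever have opposite states at the same position. They did at 17.5% of 481163 pairs of positions on chromosomes 1 to 29 and X (states of at least 90% or at most 10% methylated), which argues against that explanation. If the reads were copies of a few starting molecules, the strands of a CpG in 1 calf, which come from separate molecules, should be in opposite states about as often. This was seen at 15.7% of 30035 pairs of strands. The same measure was 0.511% of 3325 pairs in heifers. A candidate explanation is therefore that many deep liver sites report few molecules, so that the number of reads overstates the precision of a site. This applies less to the 900 tested sites, where 29.4% to 52.0% per calf were in 1 state. In line with this, the deep sites of a pair of calves overlapped at a median of 6.98% of the smaller set, against 67.3% in heifers.

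The count of liver DMCs did not exceed what other groupings of the same calves gave. Of 100 splits, the real one included, 12 had at least 298 DMCs, and the other splits ranged from 241 to 317. At sites covered in at least 3 calves of each group, where each split has its own tested sites, 77 of 100 splits had at least 1300, and 14 of 100 had as large a percent of tested sites called. So chance could not be excluded for either count. With edgeR the count was 2, which suggests that most liver DMCs rest on reads being taken as independent. Other measures of the same sites gave high values for the real split. Under the overdispersion F test the real split gave 57 DMCs, a number reached by 2 of 100 splits with the real one included, and the median of the others was 4. The other split, which placed IUCL-B calves 1 and 2 with IUHT-B calves 3 and 5, gave more, with 68. Of the 298 DMCs, 22 had no overlap between the groups, and 1 of 100 splits, the real one, gave as many, with a median of 9. (Chance leaves 1.59% of sites without overlap where sites are not chosen for a difference.) Both shares lay under 5%, but these counts were picked after the data had been seen and the shares were not adjusted for that. They argue against chance without excluding it. The sets of libraries described below follow the same split, so neither count tells a library difference from the maternal treatment.

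In the mammary gland 6 of the 10 splits of the heifers gave at least 285 DMCs, and 5 of 10 gave as many DMCs without overlap between the groups as the real split (172). The 10% of sites that chance leaves without overlap does not apply to DMCs, which are chosen for a difference. With 10 splits no share below 10% can be reached, so chance could not be excluded. The 72.3% of DMCs that were hypomethylated was the most uneven direction among the 10 splits. Leaving out IUHT-H heifer 1, the animal with the lowest level, left 69.3% hypomethylated, which argues against that heifer as the whole cause. The maternal treatment and a chance split stay open.

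Liver libraries of a group covered the same positions far more often than libraries of different groups, apart from IUCL-B calves 4 and 5. If reads of one library had been counted in another, a single read should have the state of the deep position in its source. Single reads in IUHT-B calves had the opposite state at a median of 1.75% of positions, against 21.4% between groups. Calves that were alike in methylation would not give this, since a pair of calves cannot be more alike than a calf is to itself, and the strands of 1 IUHT-B calf were in opposite states at 19.8% of 3880 pairs. A candidate explanation is therefore that reads were carried over among the IUHT-B libraries and among IUCL-B libraries 1, 2 and 3, as when libraries are handled or sequenced together. Between IUCL-B calves 4 and 5 the share was 13.8% and 16.03%, and between them and the other IUCL-B calves its median was 21.4%, so they were not part of the other sets. A weaker mark of the same kind was seen across groups. It was 9.62% for single reads of IUCL-B calf 1 at deep positions of IUHT-B calf 2 and 11.3% the other way, 13.01% for single reads of IUHT-B calf 4 at those of IUCL-B calf 3 and 15.7% for single reads of IUCL-B calf 2 at those of IUHT-B calf 3. The other pairs of IUCL-B calves 1, 2 and 3 with IUHT-B calves had 20.6% to 23.4%. The mark was thus not confined to a group, but the sets in which it was strong each held 1 group. The labels give no batch.

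Separation of the liver groups over all tested sites was weak but the largest of the 126 splits. Unequal numbers of reads were not the whole cause, since with every calf at 11 reads per site the exact permutation p was still 0.00794, the smallest possible. Thinning does not even out the number of molecules behind the reads, which may differ between calves. Neighbouring sites counted many times were not the whole cause either, since with 1 site per 1 kb the exact p was 0.0317. Pairs of calves compared over their shared deep sites outside the tested ones also separated (exact p = 0.00794), as a difference present across the genome would give, in the animals or in their libraries. The mark that carried-over reads would leave faded with depth. Where 1 calf of a pair had under 5% of the reads of the deepest calf, 4.65% of positions were in opposite states among IUCL-B calves 1, 2 and 3 and 6.92% within IUHT-B, against 13.7% between groups. Where both had at least 20%, the shares were 19.8%, 17.98% and 18.95%. Over shared deep sites of the latter kind the pseudo-F was 1.22 and the exact p still 0.00794, which argues against reads carried over at a small share of the depth of their source as the whole cause over shared deep sites, while at the remaining shared sites the pseudo-F was 1.45. At the tested sites this stays open, because the exact p was 0.0952 where every calf had at least 10% of the reads of the deepest calf, while of 100 random sets of as many tested sites only 64 passed 0.05. Molecules mixed before amplification would not be removed by either restriction.

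The positions covered by the libraries separated the groups as well (exact p = 0.00794, and 0.0286 without IUCL-B calves 4 and 5), so libraries handled together within a group are a candidate explanation of the separation in methylation. The read depth at the tested sites did not separate the groups (exact p = 0.373), which with 9 calves excludes nothing. Without the wide libraries of IUCL-B calves 4 and 5 the pairs of the other 7 calves still separated (exact p = 0.0286, the smallest possible with 35 splits), whereas at the tested sites of these 7 calves the exact p was 0.0571, so the part of these libraries could not be settled. Without IUHT-B calves 3 and 5, which lay farthest out on the principal components, the exact p was 0.0952 over 21 splits, too few calves to tell. A pseudo-F can also be large where the smaller group is the more widely spread. A larger spread within IUHT-B therefore stays open beside a shift between the groups. The study describes bull calves of more than 1 birth year, and the labels give no year per calf, so birth year was not tested. Nor was shared ancestry. Maternal heat stress stays open as an explanation. Each set of libraries with a strong mark of the kind that carried-over reads would leave held calves of 1 group. Maternal heat stress therefore cannot be told apart from a difference between library batches.

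Sites with more than 10 reads in every heifer may lie in repeated sequence that the assembly holds in few copies. The same positions should then be deep in liver libraries. Their median depth there was 1.33 times the library median (median of 9 calves), and it was above 3 times in 2 calves only, IUCL-B 4 and 5. A high library median may lower the ratio in IUCL-B calves 1 and 3 and IUHT-B calves 2 and 4, with medians of 11, 7, 10 and 6. It cannot do so in IUCL-B calf 2 and IUHT-B calves 3 and 5, with medians of 3, 2 and 1. The median was 3 in IUCL-B calves 4 and 5. Fragments favoured by the enzymes would give the same pattern as repeats, so depth in liver cannot tell repeats from favoured fragments. Unplaced sequences held 22.6% of the tested mammary sites, against 1.07% to 1.34% of all positions of a heifer library. Repeats gathered on unplaced sequences would give such an excess, but whether these sequences hold repeats was not tested.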
